# The effect of Ganoderma lucidum extract on immunological function and identify its anti-tumor immunostimulatory activity based on the biological network

**DOI:** 10.1038/s41598-018-30881-0

**Published:** 2018-08-23

**Authors:** Ruolin Zhao, Qilong Chen, Yu-min He

## Abstract

*Ganoderma lucidum* extract (GLE) has shown positive effects for tumor treatment. However, the molecular mechanism of GLE treatment is unknown. In this study, a Hepa1-6-bearing C57 BL/6 mouse model was established to explore the anti-tumor and immunostimulatory activity of GLE treatment. The results showed that GLE effectively inhibited tumor growth without hepatic/renal toxicity and bone marrow suppression, and might enhancing immunological function. Based on the mRNA profiles of GLE treated and untreated mice, 302 differentially expressed (DE) mRNAs were identified and 6 kernel mRNAs were identified from the established protein-protein interaction (PPI) network. Quantitative RT-PCR and western-blot analysis indicated that 6 mRNAs have had statistically significant differences between the GLE treated and untreated mice. Furthermore, four kernel pathways were isolated from the KEGG-Target network, including the Jak-STAT signaling pathway, T cell receptor signaling pathway, PI3K-Akt signaling pathway, and cytokine-cytokine receptor interaction. Western-blot and cytokine detection results demonstrated that GLE suppressed growth and proliferation of tumors by the Jak-STAT signaling pathway, T cell receptor signaling pathway and PI3K-Akt signaling pathway, but also regulated the expression levels of serum immune cytokines and improved the anti-tumor immunostimulatory activity.

## Introduction

Cancer, the second leading cause of death worldwide, is a major global public health problem^1^. At present, chemotherapy is mainly recommended for patients with extrapelvic metastases or recurrent disease who are not candidates for radiotherapy or exenterative surgery^2^. However, drug resistance and dose-limiting toxicities are the major problems leading to termination or failure of successful treatment in the clinic^3^. In particular, chemotherapy can reduced or damaged immune function and negated the therapeutic benefits^4^. Thus, novel anti-cancer drugs are required to kill cancer cells effectively as well as alleviate toxicity.

The immune system plays a vital role in tumor treatment. Immune-targeted therapies have demonstrated durable responses and prolong survival time for many tumor types, especially in cases with limited treatment options and poor overall prognosis^5^. Important immune organs such as spleen and thymus as well as immune cells including macrophages, lymphocytes, natural killer (NK) cells, play important roles in anti-cancer effect. In addition, cytokines produced by the inflammatory cells in the tumor microenvironment are closely associated with cancer cell survival, proliferation, differentiation and progression^6^.

*Ganoderma lucidum* (GL), a traditional medicinal fungus, has been widely used as an adjuvant in clinical anti-tumor therapies^7,8^. *Ganoderma lucidum* polysaccharides (GLPS) and triterpenoids are the main constituents of *Ganoderma lucidum*^9^, which have anti-tumor activating properties on macrophages, T lymphocytes, natural killer (NK) cells, dendritic cells, as well as initiating the production of cytokines^10–15^. The studies demonstrate that GLPS significantly suppresses tumorigenesis, invasion and metastasis in several cancers^16^, especially, it can protect the liver with little toxicity as well as reduce toxicity-related conditions due to chemotherapy on normal cells^10,11,17^. The triterpenes of GL can suppress proliferation, induce cell cycle arrest and apoptosis, inhibit angiogenesis and invasion in cancer^18^, but also can improve immunity of tumor patients by affecting immune-related signal transduction pathways^19^. In previous work, we extracted the GLPS and triterpenoids from [*Ganoderma lucidum* (Leyss. Ex Fr.) Karst.] and [*Ganoderma sinense* Zhao, Xu et Zhang], and named *Ganoderma lucidum* extract (GLE) complex. The primarily study reveal that the GLE can prolong the survival rate of cancer patients while also improving the patient’s quality of life^20^. However, the anti-tumor and immunological effects of GLE in the tumor treatment process remain unclear.

In this study, we aimed to explore the anti-tumor and immunostimulatory activity of GLE in tumor treated process. Firstly, we established the Hepa1-6-bearing mouse model in C57 BL/6 mice, and demonstrated that the GLE might enhance immunological function and effectively inhibited tumor growth *in vivo* without hepatic/renal toxicity and bone marrow suppression. Secondly, the mRNA profiles of GLE treated and untreated Hepa1-6-bearing mice were detected and 302 differential expressed (DE) mRNAs were identified. Based on the protein-protein interaction (PPI) network and KEGG-Target network, 6 kernel mRNAs and 4 immune related pathways were screened in GLE treatment process. The qRT-PCR and Western-blot demonstrated that these 6 kernel mRNAs significantly improved the efficient diagnostic accuracy of GLE. Western-blot and serum cytokine detection suggested that 4 pathways were highly correlated with GLE treatment process. This study indicated that GLE may have potential immuno-modulating effect in the tumor treatment process.

## Results

### GLE suppressed tumor growth

To evaluate the anti-cancer activity of GLE *in vivo*, we established a Hepa1-6-bearing mice model. The average body weights show that the cisplatin group was significantly reduced from the 10th day (*P* < 0.01), however, the GLE treatment exhibited few effects on the body weights for Hepa1-6-bearing mice (Fig. 1A). After a 28-day treatment, the transplanted tumors of mice were dissected out and immediately weighted. The results show that the average tumor weight in GLE and cisplatin groups were decreased significantly (Fig. 1B). Furthermore, the inhibit rate of tumor of cisplatin group was highest than other groups, but the average body weight of this group also was dramatically decreased. Body weight can reflect growth and physical condition of mice, this phenomenon suggested that GLE can inhibit tumor growth, but also improve the quality of life.

**Figure 1:**
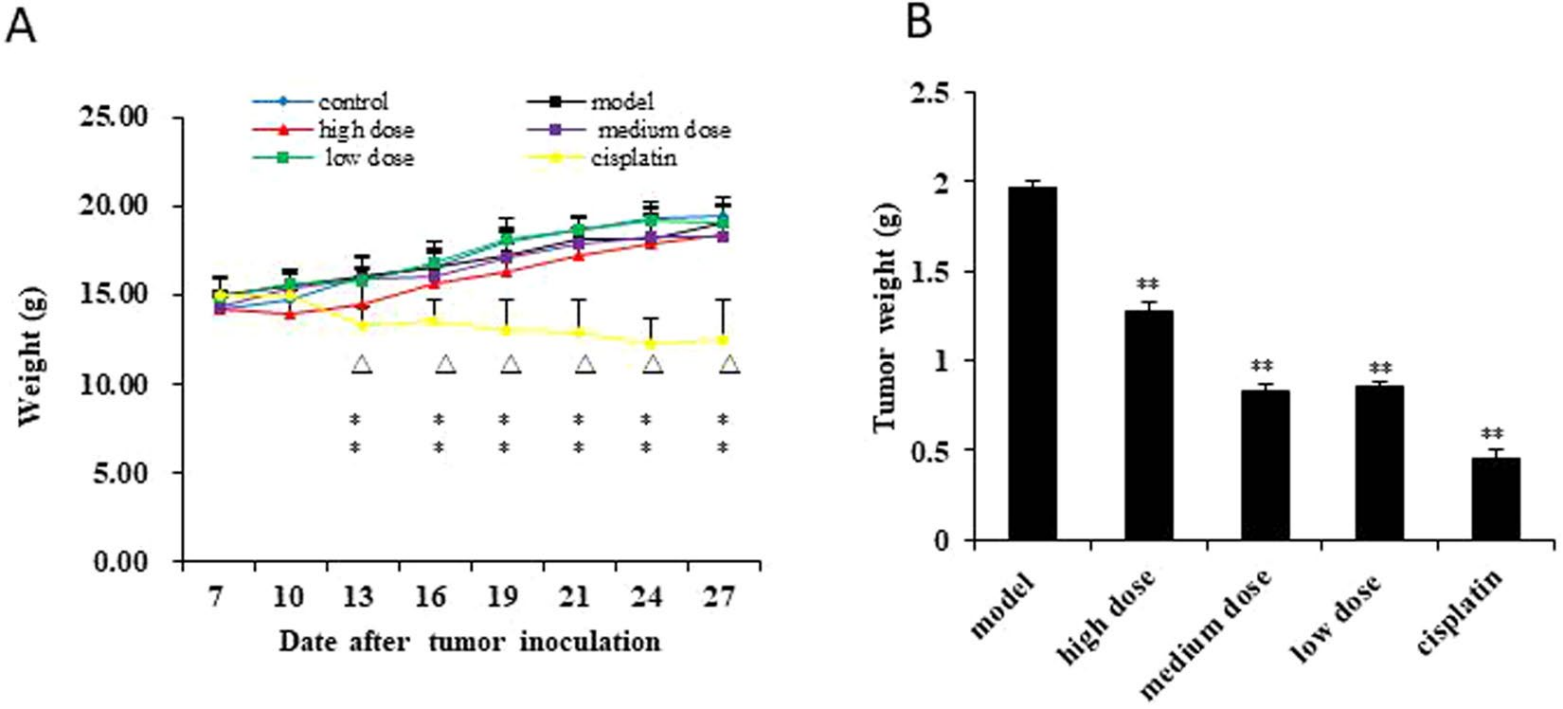
GLE effectively inhibited tumor growth *in vivo*. (**A**) The weight of mice was significantly reduced in cisplatin group from the 10th day (*P* < 0.01) compared with those in model group and control group. The difference was no statistically significant in GLE treatment group. (**B**) The average tumor weight in GLE treatment and cisplatin groups decreased significantly compared with those in model group (*P* < 0.01). Representative results of three independent experiments are shown. Error bars, SD; ^*^P < 0.05; ^**^P < 0.01, versus control values; ^Δ^*P < *0.05; ^ΔΔ^*P* < 0.01, versus model values.

### The toxicological impacts of GLE on Hepa1-6-bearing mice

The HE staining results showed that the liver tissue of the model and the GLE group had no obvious abnormalities compared with normal liver tissue (Fig. 2A). However, the liver indexes show that the GLE, model and cisplatin groups were slightly larger than the control group (Fig. 2B). The kidney indexes show the model group was significantly decreased (*P* < 0.05), while the other groups have no statistical difference each other (Fig. 2C). Specifically, there was no cell proliferation in the glomeruli or renal tubular epithelial cells which were found intact. In addition, no tubular type was found in the lumen (Fig. 2A). Renal tissue in the cisplatin group showed prominent proximal tubular epithelial cell swelling. Within renal tubules, cytoplasmic visible particles and vacuolar degeneration were also observed caused by cisplatin toxicity (Fig. 2A).

**Figure 2:**
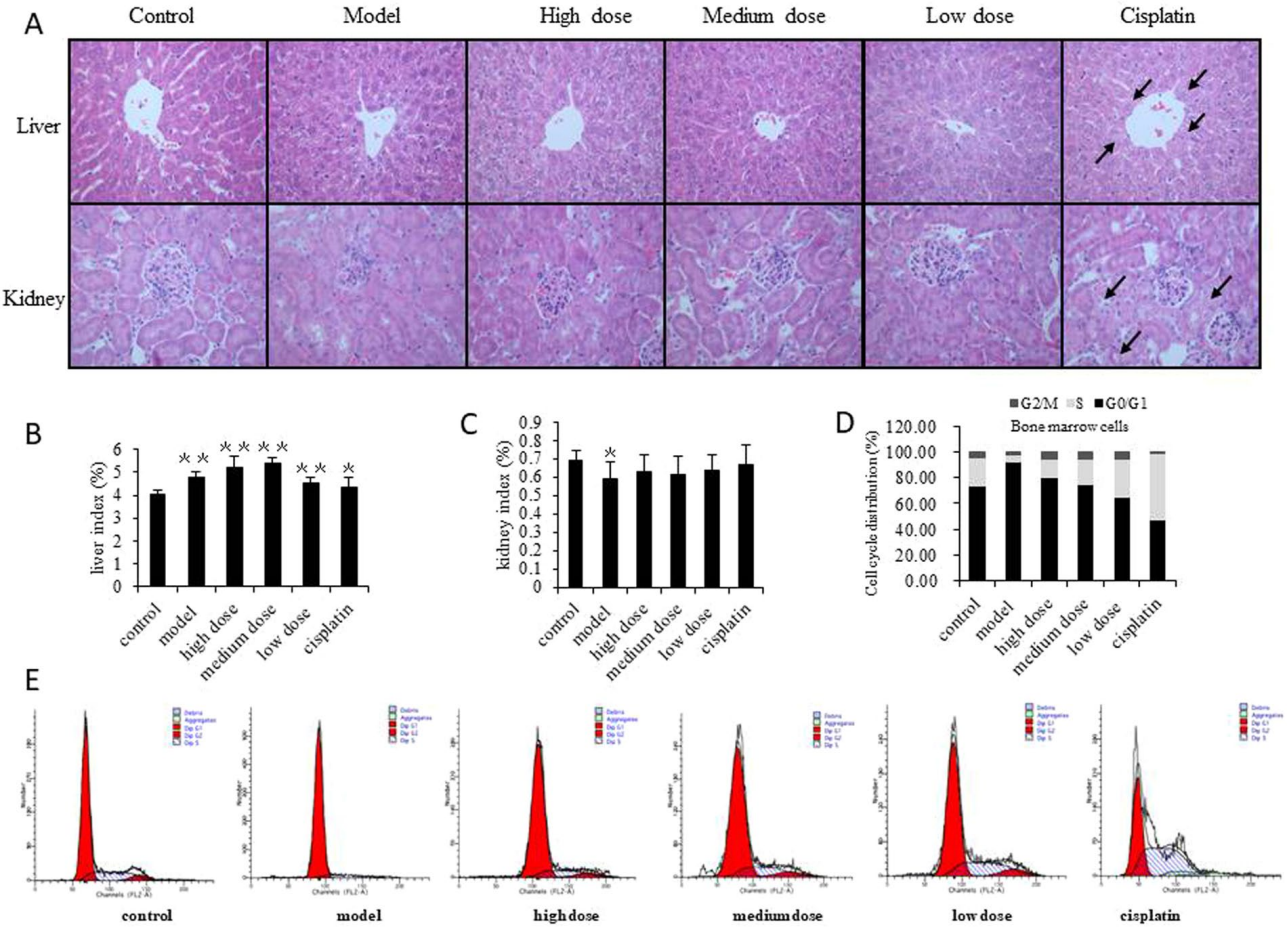
The toxicological impact of GLE treated tumor-bearing mice. (**A**) Pathological examination was used to detect toxic damage of liver and renal tissue in all groups. Sections of liver and renal tissue in mice were stained using HE followed by observation on a phase-contrast microscope (×400). Obvious changes are highlighted by arrows. The structure of the hepatic lobule was intact, and no inflammatory cell infiltration was found in the portal area and the liver proper. Six hours prior to sacrifice, mice had not been fasted, thus each group showed vacuoles in the liver cells. This simply indicated glycogen accumulation in the liver cells was not associated with pathology. Likewise, hypertrophy of hepatocytes around the central vein of the liver tissue in cisplatin group was attributed to damage to liver cells caused by cisplatin. (**B**,**C**) Effects of GLE on liver and renal indexes were analyzed in tumor-bearing mice. (**D**,**E**) GLE improves the suppression of bone marrow cells in tumor-bearing mice. FACS was used to detect the effects of GLE on the cell cycle progression of bone marrow. Representative results of three independent experiments are shown. Error bars, SD; ^*^P < 0.05; ^**^P < 0.01, versus control values; ^Δ^*P* < 0.05; ^ΔΔ^*P* < 0.01, versus model values.

To determine the toxic effects on normal hepatocytes and nephrocytes, the serum hepatic and renal function markers were analyzed in all experimental groups. In cisplatin group, the serum activities of ALT and AST increased l.68- and 2.21-fold (Table 1), and serum Scr and BUN increased 1.26- and 1.95-fold (Table 2), respectively. However, these parameters remained largely unchanged in all of the GLE treated groups. It reveals that there are very low hepatic and renal toxicity in GLE treated tumor-bearing mice.

**Table 1:** Effects of GLE on serum hepatic function in tumor-bearing mice.

Indexes	Control	Model	High dose	Medium dose	Low dose	Cisplatin
ALT(U/L)	30.00 ± 3.08	41.00 ± 8.69^*^	45.00 ± 2.74^ΔΔ^	34.40 ± 2.07^ΔΔ^	33.00 ± 3.74	50.40 ± 6.95^**^
AST(U/L)	119.00 ± 21.30	254.00 ± 39.12^**^	166.80 ± 11.82^ΔΔ^	149.00 ± 27.45^ΔΔ^	164.00 ± 10.15^ΔΔ^	262.80 ± 21.50^**^
TBIL(μmol/L)	2.20 ± 0.45	3.50 ± 0.50^**^	2.40 ± 0.55	1.80 ± 0.84	1.60 ± 0.55^ΔΔ^	2.40 ± 0.89

Note: ^*^P < 0.05; ^**^P < 0.01, versus control values; ^Δ^*P* < 0.05; ^ΔΔ^*P* < 0.01, versus model values.

**Table 2:** Effect of GLE on renal function in tumor-bearing mice.

Indexes	Control	Model	High dose	Medium dose	Low dose	Cisplatin
Scr(μmol/L)	14.60 ± 2.30	14.60 ± 1.52	13.60 ± 0.89	14.40 ± 1.14	13.20 ± 1.48	18.40 ± 1.52^*,ΔΔ^
BUN(mmol/L)	8.64 ± 2.48	11.72 ± 1.77	11.22 ± 1.62	11.14 ± 1.22	11.88 ± 2.19	16.84 ± 2.57^**,Δ^

Note: ^*^P < 0.05; ^**^P < 0.01, versus control values; ^Δ^*P* < 0.05; ^ΔΔ^*P* < 0.01, versus model values.

Furthermore, the cell cycle progression of bone marrow was detected by flow cytometry. The results showed that the bone marrow cells of model group were triggered G0/G1 phase arrest, the cisplatin group was triggered G2/M phase arrest, while the GLE reduced the percentage of bone marrow cell distribution of G0/G1 phase transforming to G2/M and S phase. (Fig. 2D,E). It means that the cisplatin could induce bone marrow suppression while GLE decrease bone marrow arrest. This phenomenon demonstrated that the GLE presented undetectable toxic risk for the vital organs in tumor-bearing mice and had no bone marrow suppression.

### The effect of GLE on the immune system

Thymus is an important immune organ in the body. As show in Fig. 3, the thymocytes of the model group produced G2/M and S phase arrest and the cisplatin group produced G0/G1 phase cell cycle arrest, however, GLE decreased thymocyte distributions in G2/M phase arrest and transformed to S phase (Fig. 3A,D). In cisplatin group, concentrations of WBC and LY show that the amount of WBC and LY was dramatically decline, however, GLE could elevate the amount of WBC and LY in the blood (Table 3). The activities of NK cells were determined, and the results show that the numbers of NK cells were all significantly decreased in model, GLE and cisplatin groups (Fig. 3C,E), but the decreasing rate of NK cells of GLE treatment was less than model and cisplatin group (Fig. 3E). It was indicated that GLE effectively increased the number of NK cells in tumor-bearing mice. The lymphocyte subset analysis shows that the CD4+ and CD4+/CD8+ T cells of model and cisplatin groups were decreased significantly, but GLE group was dramatically elevated (Fig. 3B,F,G).

**Figure 3:**
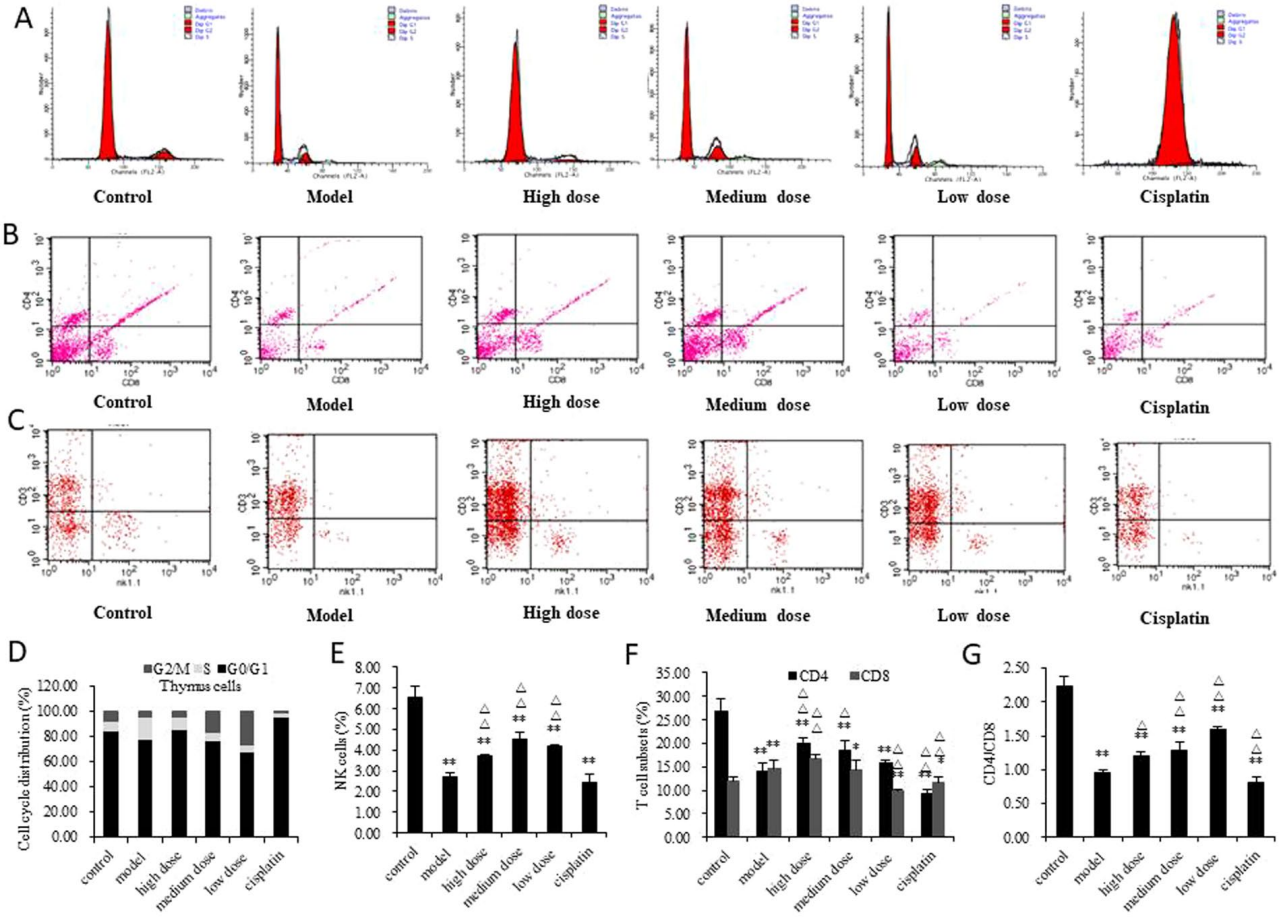
Effect of GLE on immunostimulatory activity of tumor-bearing mice was determined. (**A**,**D**) GLE improved the suppression of thymus cells in tumor-bearing mice. Cell cycle distribution was analyzed by FACS, in order to detect the effect of GLE on the cell cycle progression of thymus. (**B**,**F**,**G**) Effects of GLE on T cell subsets in peripheral blood in tumor-bearing mice were detected. The lymphocyte subsets were detected by flow cytometry. The lymphocyte subset analysis included CD3+ (T lymphocyte), CD4+ (T-helper cells) and CD8+ (T-suppressor cells). Representative results of three independent experiments are shown. (**C**,**E**) Effects of GLE on NK cell activity in tumor-bearing mice. The percentage of NK cells were quantified by FACS. Error bars, SD; ^*^P < 0.05; ^**^P < 0.01, versus control values; ^Δ^*P* < 0.05; ^ΔΔ^*P* < 0.01, versus model values.

**Table 3:** Effect of GLE on blood WBC and LY of tumor-bearing mice.

Concentration	Control	Model	High dose	Medium dose	Low dose	Cisplatin
WBC(10^9^/L)	3.80 ± 0.32	3.93 ± 0.06	4.85 ± 0.39^*Δ^	4.65 ± 0.60^*^	4.73 ± 0.06^*,ΔΔ^	1.60 ± 0.36^**,ΔΔ^
LY(%)	77.40 ± 5.13	65.80 ± 1.57^*^	75.13 ± 2.05^ΔΔ^	65.18 ± 3.40	73.20 ± 6.17^Δ^	48.80 ± 3.56^**,ΔΔ^

Note: ^*^P < 0.05; ^**^P < 0.01, versus control values; ^Δ^*P* < 0.05; ^ΔΔ^*P* < 0.01, versus model values.

These results indicated that cisplatin had a strong toxic impact for the immune system, but GLE stimulated an anti-tumor immune response in tumor-bearing mice treatment process. Importantly, this stimulation of an antitumor immune response might contribute to the antitumor activity of GLE *in vivo*.

### Differentially expressed mRNAs identification

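Tumor RNA was measured in 3 Hepa1-6-bearing mice treated with GLE at 0.023 g per day for 28 days (GLE group) and in 3 Hepa1-6-bearing mice given saline (model group), with 1 array per mouse. Hepa1-6 is a mouse hepatoma cell line, which was grown as a transplanted tumor. GLE is a complex of polysaccharides and triterpenoids obtained from the mushrooms Ganoderma lucidum and Ganoderma sinense. The RNA was labelled with Cy3 and hybridised to 1-colour Agilent arrays. Each array held 148260 spots, of which 143286 were not controls, and these spots carried 91188 distinct probes of 60 bases. The authors deposited the scanner output of each array, in which the signal intensity was corrected for background within the array and not normalized between arrays, and a table of log2 values. The files give each probe's own name and sequence and pair it with no gene, so the values were analysed per probe. The signal was taken as log2 and reduced by each array's 75th percentile, which lay between 90.7 and 126 intensity units. Spots flagged as outliers were left out (23 to 78 per array), no spot was saturated, and the spots of a probe were averaged. The share of spots well above background was 54.8%, 52.8% and 59.0% in GLE replicates 1, 2 and 3, and 54.4%, 50.6% and 51.7% in model replicates 1, 2 and 3. Probes well above background on at least 3 of the 6 arrays were kept, which left 53941 probes. The arrays lay on 2 slides. The 3 GLE arrays and model replicate 1 were on slide 1, and model replicates 2 and 3 were on slide 2, so that only 1 model array shared a slide with the GLE arrays. The number of arrays limits the precision, and an exact permutation test of 3 mice against 3 cannot give a P-value below 0.1.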

In this work, the mRNA profiles of 6 cases GLE treated and untreated Hepa1-6-bearing C57 BL/6 mice were detected by microarray. The efficacy of medium dose GLE was best among the high, medium and low dose, thus, only medium dose GLE treat Hepa1-6-bearing C57 BL/6 mice was selected for microarray detection. The microarray data were deposited in Gene Expression Omnibus (GEO) database, and the accession number is GSE117503.

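The GLE group and the model group were compared with limma on 53937 probes, and probes with a fold change of at least 2 and an unadjusted P-value under 0.05 were counted. There were 938 such probes, of which 559 were higher and 379 were lower in the GLE group. With each array scaled to its median in place of its 75th percentile, 392 were higher and 584 were lower. After Benjamini-Hochberg adjustment in limma 0 probes had an adjusted P-value under 0.05, and the smallest adjusted P-value was 0.462, while 5803 probes had an unadjusted P-value under 0.05. By the methods' t-test 307 probes passed the same threshold, 143 higher and 164 lower, and all 307 were among the 938. That test gave 4263 probes at an unadjusted P-value under 0.05 and 0 after the adjustment. Among the changes of values, filter or test made 1 at a time, normexp background correction moved the count by the largest factor, to 284 probes. Keeping probes of every signal level raised it to 1760. With the slide as a block, limma gave 651 probes, of which 180 were among the 938, and in that fit the difference between the groups rests on the arrays of slide 1, where the model group has 1 array. Leaving out 1 array at a time gave between 523 probes (without model replicate 2) and 2234 probes (without GLE replicate 2). Without GLE replicate 2, 83 probes had an adjusted P-value under 0.05 in limma, and without any other single array 0 did.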

Using the R package, 302 differentially expressed (DE) mRNAs were identified based on fold change >2 and *P* < 0.05, including 178 upregulated mRNAs and 124 downregulated mRNAs (Fig. 4a). The results suggested that the levels of mRNAs are difference between the GLE group and model group.

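For the 938 probes past the threshold the median absolute log2 difference between the groups was 1.24, and 114 probes differed by at least 4-fold, 100 of them higher in the GLE group and 14 lower. The median SD within a group was 0.25 on the log2 scale over all tested probes and 0.61 over the 938. For probes with 2 spots on an array, the median SD between the spots was 0.21. In 661 of the 938 probes the 3 GLE arrays did not overlap the 3 model arrays, which the choice of these probes for a group difference favours. The same held for 17.4% of all tested probes. Chance gives 10% for 3 against 3, but only as an average over the divisions of the arrays. The probes are not independent, and the share was not computed for other divisions. The 17.4% therefore cannot decide whether the groups differ. The files do not pair the probes with genes, and the probes with the largest differences among those 661 are given by name. Probe A_51_P461067 (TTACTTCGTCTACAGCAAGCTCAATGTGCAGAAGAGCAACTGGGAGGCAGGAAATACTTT) had a log2 signal of 0.99 ± 3.38 (SD, n = 3) in the GLE group and -4.72 ± 1.07 (SD, n = 3) in the model group. It was not well above background on any model array, so its model values are only a bound. On each model array the higher of the probe's signal and the lowest signal well above background was taken, with scaling to the 75th percentile. That put the probe 52.3-fold higher in the GLE group, which is not a firm lower bound. On model replicate 1 the probe was at -3.48 and not well above background, while the lowest signal well above background there was -5.61. The 52.3-fold figure also depends on the values used. The log2 difference was 2.83 with normexp background correction and 4.48 with the slide as a block. Its GLE values were 3.25, -2.89 and 2.62 in replicates 1, 2 and 3, so the SD of the group comes mainly from replicate 2. Probe A_55_P2167347 (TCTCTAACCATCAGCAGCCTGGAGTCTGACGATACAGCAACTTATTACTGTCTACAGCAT) was higher in the GLE group by 4.64 on the log2 scale (standard error 1.38) and was well above background on 1 of the 3 model arrays. Probe A_55_P1990815 (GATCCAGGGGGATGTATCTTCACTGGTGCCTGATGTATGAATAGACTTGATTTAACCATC) fell by 2.61 (standard error 0.69) and was well above background on 1 of the 3 GLE arrays. Probe A_55_P1963006 (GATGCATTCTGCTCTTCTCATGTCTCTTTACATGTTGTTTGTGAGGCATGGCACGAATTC) fell by 2.46 (standard error 0.78) and was well above background on all 6 arrays. Each of these probes had an adjusted P-value of 0.462 in limma. With the slide as a block none of the 4 had an unadjusted P-value under 0.05 in limma, and by the methods' t-test A_55_P2167347 and A_55_P1963006 did not. From the number of mRNAs past its threshold, the paper proposes a difference in mRNA levels between the groups.

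**Figure D1:**
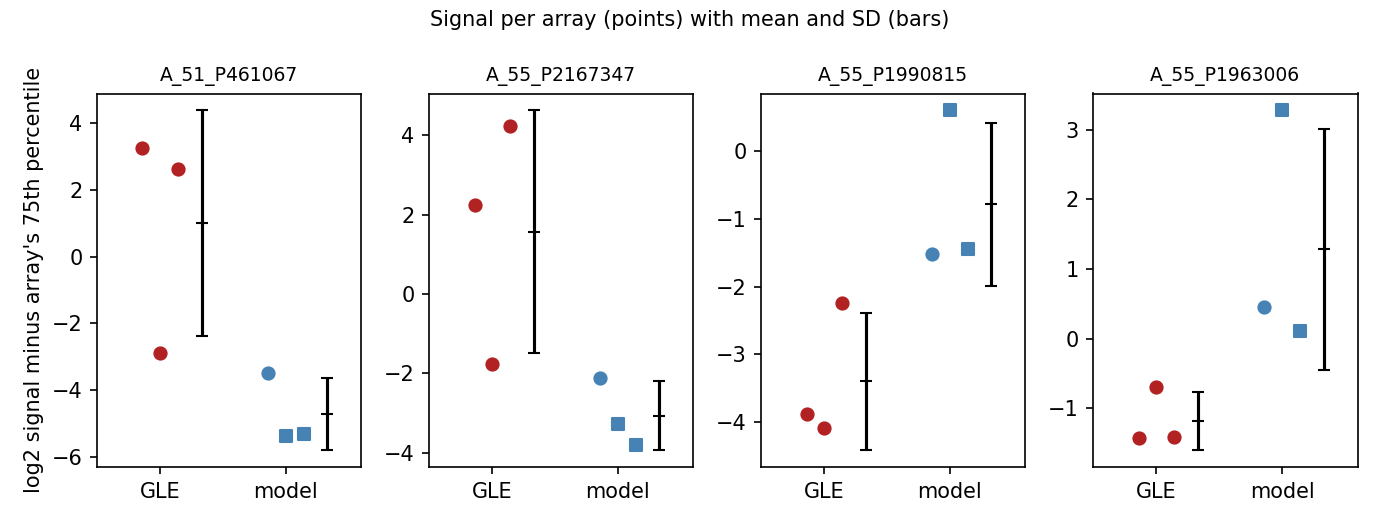
Log2 signal of the 4 probes, minus the array's 75th percentile (vertical axis), in the GLE group and the model group. Points are arrays (circles slide 1, squares slide 2) and bars are the mean and SD of 3 arrays. In A_51_P461067 and A_55_P2167347, GLE replicate 2 (the middle point) lies at -2.89 and -1.76, close to model replicate 1 at -3.48 and -2.11.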

**Figure 4:**
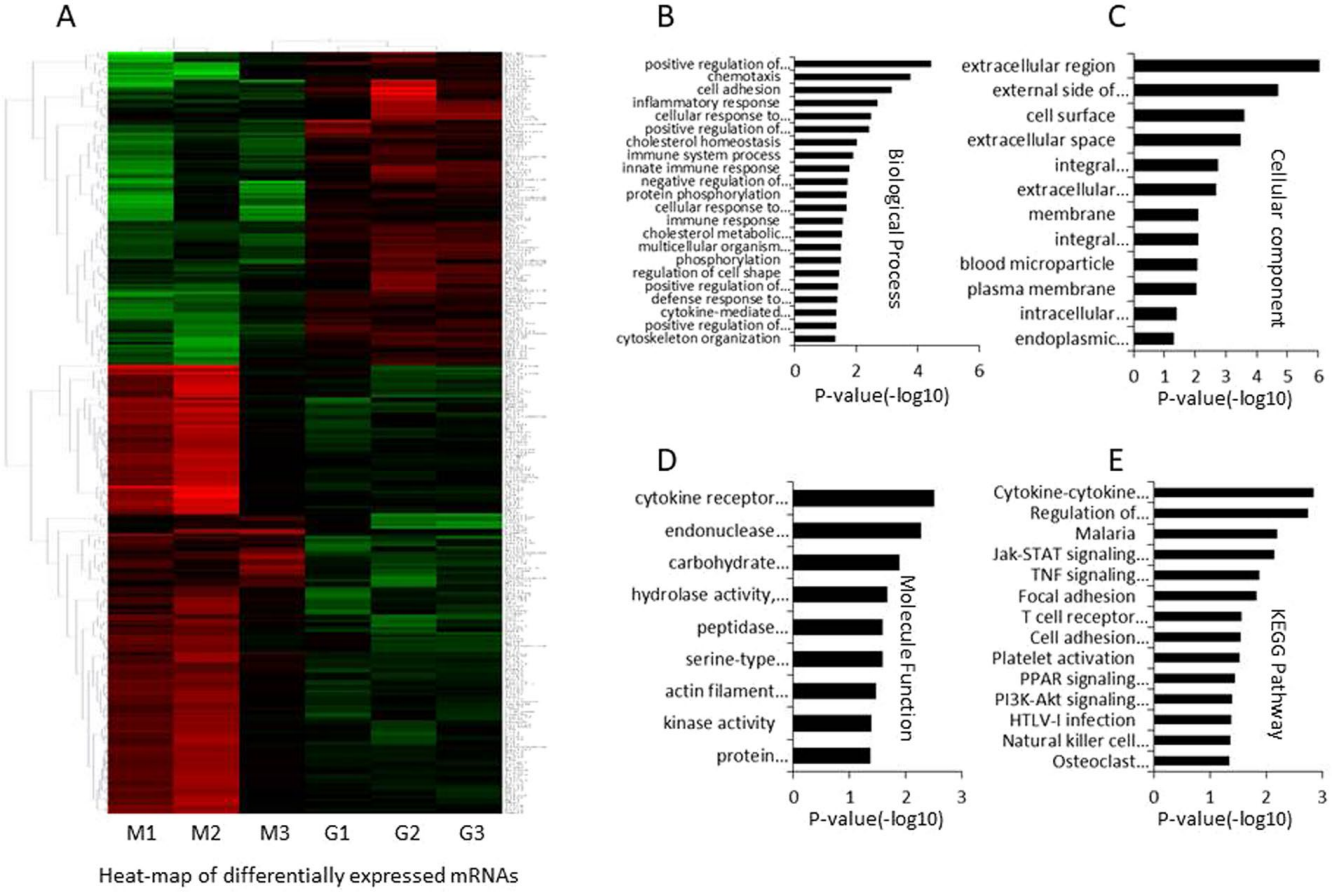
The differential expressed mRNAs were identified between the GLE treated and untreated Hepa1-6-bearing C57 BL/6 mice. (**A**) Heat-map of DE mRNAs between GLE treated and untreated Hepa1-6-bearing C57 BL/6 mice. The red color represents up-expression of mRNA and green color represents down-expression of mRNA. The relationship among the samples was divided by binary tree classification and was shown at the upper portion. Hierarchical cluster of mRNAs were displayed at nearside. (**B**–**D**) GO (Gene Ontology) terms in differentially expressed mRNAs. (**E**) KEGG pathways in differentially expressed mRNAs.

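A tree of the 6 arrays was also built on all 53910 probes that passed the detection filter and had a value on every array, so that probes chosen for the group difference did not decide it. Pearson's r was computed across probes, which are not independent replicates, and no test was made. Model replicates 2 and 3 joined first (r = 0.989), and these are the arrays of slide 2. GLE replicate 2 then joined model replicate 1 (r = 0.984), and GLE replicates 1 and 3 joined each other (r = 0.982). The first division of the tree set GLE replicates 1 and 3 apart from the other 4 arrays. GLE replicate 2 had an r of 0.975 with GLE replicate 1 and 0.964 with GLE replicate 3, against 0.975 with model replicate 2 and 0.982 with model replicate 3. On principal component 1, which held 44.9% of the variance, GLE replicates 1, 2 and 3 lay at -53.6, 25.6 and -94.8, and model replicates 1, 2 and 3 at 11.5, 64.3 and 47.0. On principal component 2, with 21.8%, GLE replicate 2 lay at -73.8, apart from all other arrays, which lay between -19.1 and 50.9. On the 938 probes past the threshold, which were chosen for the group difference, a tree separated the 3 GLE arrays from the 3 model arrays. In that tree each probe's mean over the arrays was first subtracted, unlike in the tree on all probes, so the 2 differ in method as well as in probes.

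**Figure D2:**
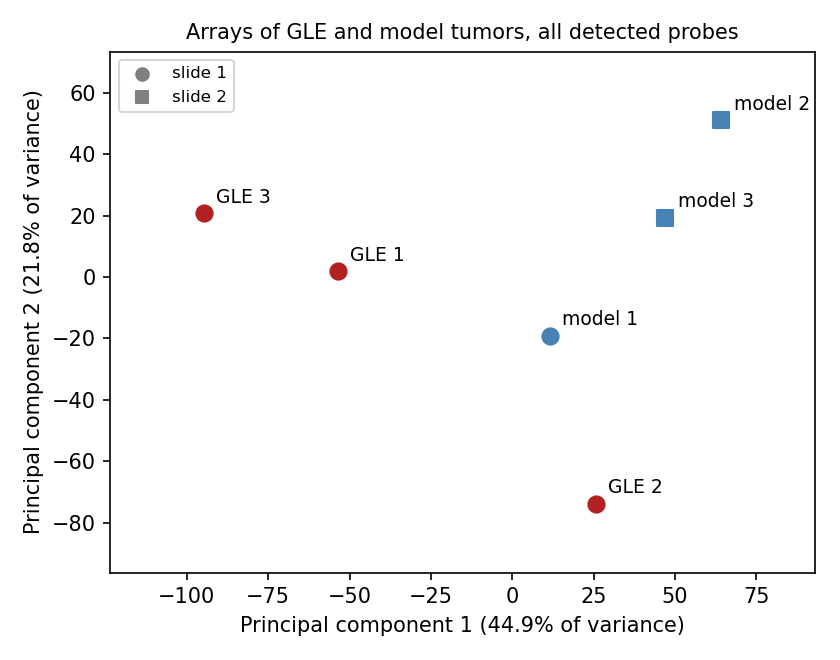
Positions of the 6 arrays on principal component 1 (horizontal axis, 44.9% of the variance) and principal component 2 (vertical axis, 21.8%), from log2 signals. Red points are GLE arrays and blue points model arrays, circles slide 1 and squares slide 2. GLE replicate 2 lies at 25.6 on component 1, between model replicates 1 and 3, and at -73.8 on component 2, apart from all other arrays.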

### Enrichment analysis of differentially expressed mRNAs

To understand the DE mRNAs holistically, we conducted functional enrichment analysis using DAVID online. Gene ontology (GO) analysis shows that the Biological Process (BP) were associated with positive regulation of cholesterol efflux, chemotaxis, cell adhesion, inflammatory response, cellular response to tumor necrosis factor, positive regulation of cAMP biosynthetic process, cholesterol homeostasis, immune system process, innate immune response, negative regulation of peptidase activity, protein phosphorylation, cellular response to interleukin-1, immune response, cholesterol metabolic process, multicellular organism development, phosphorylation, regulation of cell shape, positive regulation of protein kinase B signaling, defense response to bacterium, cytokine-mediated signaling pathway, positive regulation of cytosolic calcium ion concentration, and cytoskeleton organization (Fig. 4B). The cellular component (CC) terms were associated with extracellular region, external side of plasma membrane, cell surface, extracellular space, integral component of plasma membrane, extracellular exosome, membrane, integral component of endoplasmic reticulum membrane, blood microparticle, plasma membrane, intracellular membrane-bounded organelle, and endoplasmic reticulum lumen (Fig. 4C). Furthermore, the cytokine receptor activity, endonuclease activity, carbohydrate binding, hydrolase activity, acting on glycosyl bonds, peptidase inhibitor activity, serine-type endopeptidase inhibitor activity, actin filament binding, kinase activity, and protein homodimerization activity were highly correlated with Molecule Function (MF) (Fig. 4D). These results suggested that the immune related GO terms more important than others in GLE treatment.

KEGG pathways showed that the cytokine-cytokine receptor interaction, Jak-STAT signaling pathway, T cell receptor signaling pathway, TNF signaling pathway, PPAR signaling pathway, PI3K-Akt signaling pathway, cell adhesion molecules (CAMs), regulation of lipolysis in adipocytes, malaria, platelet activation, HTLV-I infection, NK cell mediated cytotoxicity, Osteoclast differentiation, and Focal adhesion were highly associated with the DE mRNAs. Interestingly, the signal-related pathways had an impressive function for differentially expressed mRNAs, and suggesting that these pathways acted as critical roles in GLE treatment process (Fig. 4E).

### Protein-protein interaction (PPI) network

Using the differentially expressed (DE) mRNAs and related pairs, the protein-protein interaction (PPI) network of GLE treatment was constructed. To investigate the biological functions of differentially expressed mRNAs in the network, we evaluated the intersections of the PPI pairs and the DE mRNAs. The topological profile shows that the network consists of a regulatory core structure, and related kernel nodes represent the most prominent functions (Fig. 5A). Importantly, these kernel nodes might act as determinants in the realized network profiles^21^. Such being the case, 16 clusters were isolated from the PPI network using ClusterONE algorithm (*P*-value < 0.001, node size > 6, and network density >0.05). Furthermore, the Cluster-PPI network was reconstructed by 16 isolated clusters (Fig. 5B), and the topological profile revealed that the correlation of clusters is stringently tight, suggesting that these clusters might play prominently functions in GLE treatment process.

**Figure 5:**
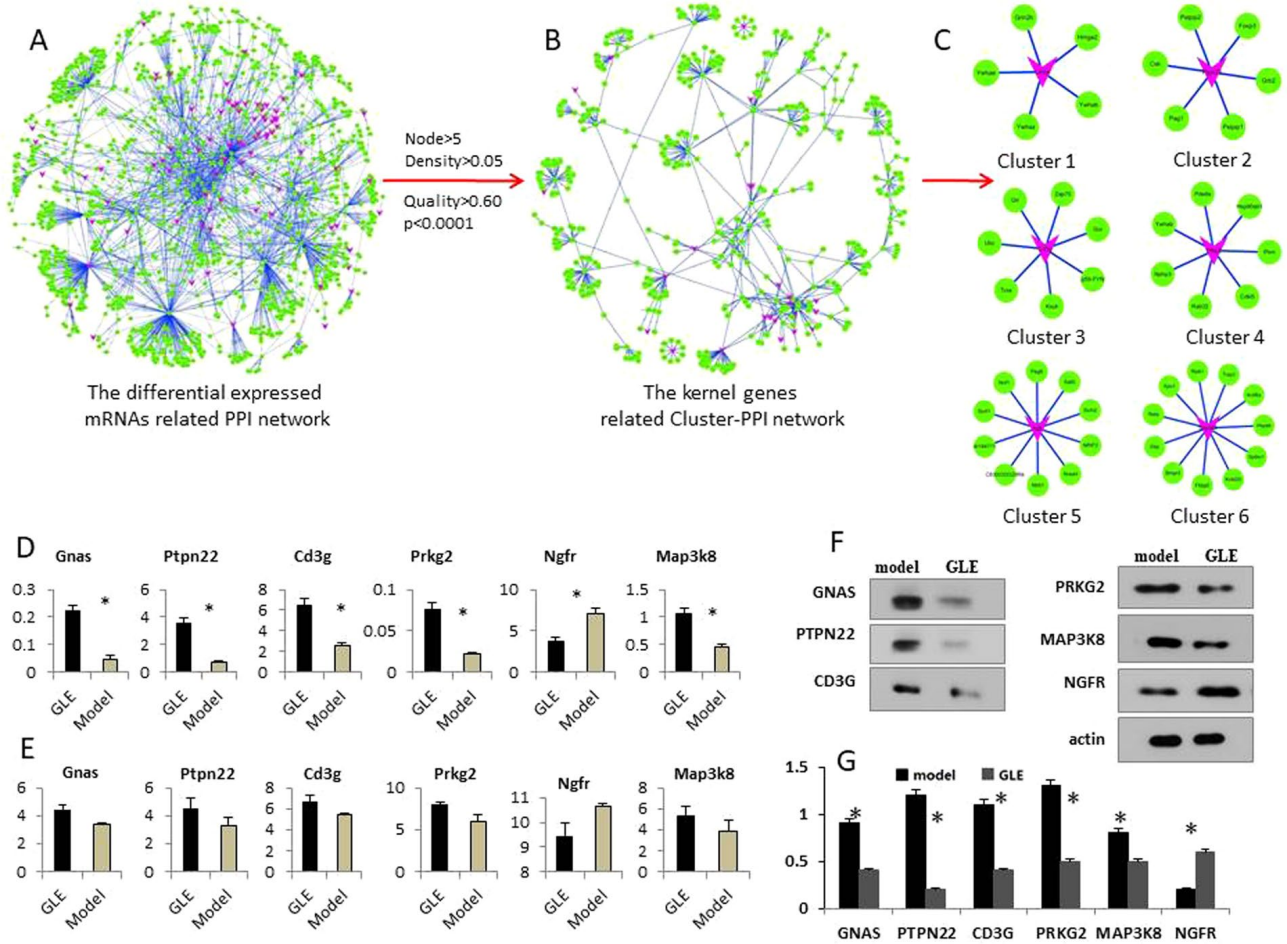
The protein-protein interaction (PPI) network was constructed based on DE mRNAs, the related clusters were identified using ClusterONE algorithm. (**A**) The global profiles of GLE treatment related PPI network was built. The red nodes represent the differential expressed mRNAs. (**B**) The topological profile of GLE treatment related Cluster-PPI network, the red nodes represent the differential expressed mRNAs. (**C**) The kernel mRNA clusters isolated from Cluster-PPI network. (**D**) The qRT-PCR was used to validate 6 potential kernel mRNAs, and the expression levels of 6 kernel mRNAs have statistically significant difference in GLE treated Hepa1-6-bearing C57 BL/6 mice. (**E**) The expression tendency of 6 kernel mRNAs in the microarray. (**F**,**G**) Western-blot assay was used to further validate the 6 kernel mRNAs. Representative results of three independent experiments are shown. Error bars, ^*^P < 0.01 versus model values. Representative results of three independent experiments are shown. The β-actin was used as a loading control. Error bars, ^*^P < 0.01 versus model values.

### Kernel mRNAs screening and validating

The mRNA clusters might play important roles in GLE treatment progression and act as potential biomarkers for efficient evaluation of GLE. Such The parameters of Cluster-PPI network were calculated, and the kernel nodes were defined as BC ≥ Avg (BC), CC ≥ Avg (CC) and De ≥ Avg (De). Finally, 6 kernel mRNAs were screened from the Cluster-PPI network, including CD3G, GNAS, MAP3K8, NGFR, PRKG2, and PTPN22.

To measure the expression levels of mRNAs, the qRT-PCR was performed, and the results showed that these 6 kernel mRNA had statistical significance in GLE-treated Hepa1-6-bearing C57 BL/6 mice (Fig. 4D). Interestingly, the expression tendencies of these kernel mRNAs were coherent between the qRT-PCR and microarray (Fig. 4E). The Western-blot demonstrated that the expression levels of CD3G, GNAS, MAP3K8, NGFR, PRKG2 and PTPN22 were all down-regulated, which was consistent with qRT-PCR data (Fig. 5F,G) (Supplementary information, data 1). These results indicated that the levels of 6 kernel mRNAs might be beneficial to evaluating the efficacy of GLE.

### Kernel KEGG pathways screening and validating

To screen the kernel pathways of the DE mRNAs, the KEGG-Target network was constructed using KEGG pathways and target genes (Fig. 6A). The topological profile shows that the Jak-STAT signaling pathway, T cell receptor signaling pathway, PI3K-Akt signaling pathway, and cytokine-cytokine receptor interactionplay important roles in the KEGG-Target network (Fig. 6B).

**Figure 6:**
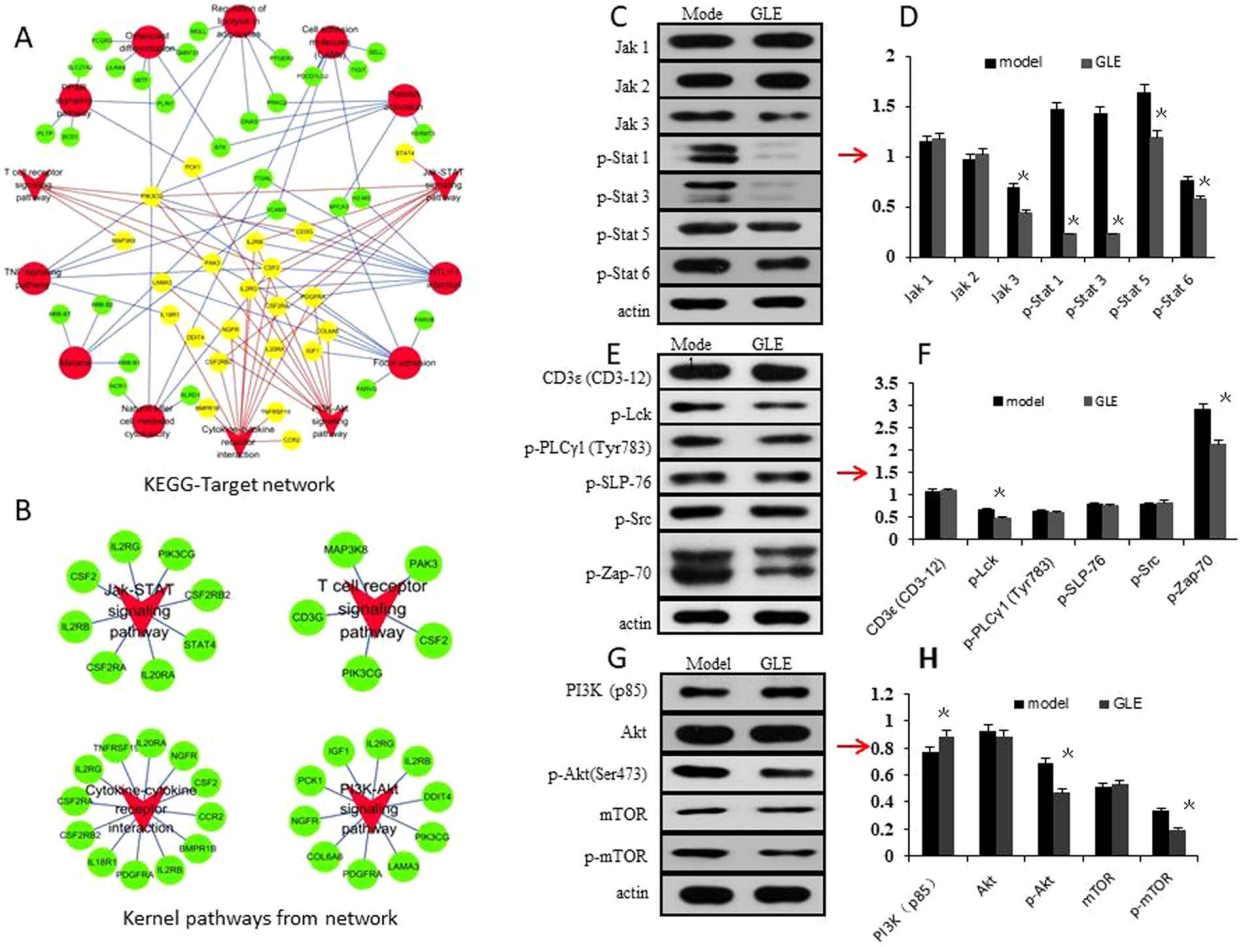
The kernel biological pathway screening and validating was based on the KEGG-Target network and Western-blot. (**A**) The KEGG-Target pathway network was constructed based on the differential expressed genes and their KEGG pathways. The red dot represents each KEGG pathway, the green dot represents target genes, and the red triangles represent the selected important pathways in network, including Jak-STAT signaling pathway, T cell receptor signaling pathway, PI3K-Akt signaling pathway, and cytokine-cytokine receptor interaction. The yellow dot represents the target genes of four selected pathways. (**B**) Four kernel pathways selected from the KEGG-Target network. (**C**,D) The effects of GLE were validated on the Jak/Stat signaling pathway. Compared with those in the model group, the expression levels of JAK3, p-Stat1, p-Stat3, p-Stat5 and p-Stat6 were significantly inhibited by GLE *in vivo* (*P* < 0.05). (**E**,**F**) The effects of GLE were validated on the T cell receptor signaling pathway. The expression levels of p-Lck and p-Zap-70 were down-regulated (*P* < 0.05). (**G**,**H**) The effects of GLE were validated on the PI3K/Akt/mTOR signaling pathway for proliferation inhibition. Compared with those in model group, the expression levels of p-Akt and p-mTOR were down-regulated (*P* < 0.05), and PI3K was up-regulated (*P* < 0.05). Densitometry analysis of the levels of these proteins relative to actin was performed. Representative results of three independent experiments are shown. The β-actin was used as a loading control. Error bars, SD; ^*^P < 0.05, versus model values.

Generally, the Jak/Stat signaling pathway, T cell receptor signaling pathway and PI3K/Akt/mTOR signaling pathway play important roles in moderation of anti-tumor immune defense. Western-blot showed that the expression levels of JAK3, p-Stat1, p-Stat3, p-Stat5, p-Stat6, p-Lck, p-Zap-70, p-Akt and p-mTOR were downregulated, and PI3K was upregulated (*P* < 0.05) (Fig. 6C–H) (Supplementary information, data 2). These results revealed that GLE might regulate immune function through suppressing Jak/Stat signaling pathway, T cell receptor signaling pathway and PI3K/Akt/mTOR signaling pathway.

Using serum cytokine protein chip, 20 kinds of cytokine concentration were detected between model and GLE groups, and 7 cytokines were significantly different in the serum of the GLE group, including IFN-γ, IL-4, IL-6, IL-9, IL-17, RANTES and TNF-α (Table 4). The array data were deposited in Protein Microarray Database (PMD), and the accession number is PMDA179. Importantly, the levels of IFN-γ, IL-1β, IL-4, IL-9, IL-12, RANTES and TNF-α were increased in the serum of the GLE group (Table 4). These results suggested that the regulation of serum immune cytokines were high correlated with the anti-tumor immunostimulatory activity of GLE.

**Table 4:** The changes of serum cytokine concentration in mice after GLE treatment (*x* ± *s*, n = 3).

Cytokine	Control	Model	GLE
GM-CSF	25.39 ± 1.74	22.89 ± 0.71	29.11 ± 5.04
IFN-γ	138.511 ± 5.00	116.72 ± 1.23^*^	184.65 ± 4.35^**,ΔΔ^
IL-1a	82.77 ± 5.30	74.31 ± 1.72	132.8 ± 41.64
IL-1b	143.02 ± 6.79	136.32 ± 39.36	176.27 ± 31.94^Δ^
IL-2	260.75 ± 13.80	161.26 ± 13.52^*^	333.71 ± 101.76
IL-3	5.00 ± 0.14	5.92 ± 2.57	6.31 ± 0.88
IL-4	1.87 ± 0.07	1.33 ± 0.43	6.10 ± 0.89^*,Δ^
IL-5	7.06 ± 0.46	16.01 ± 2.92^*^	13.75 ± 3.85
IL-6	21.17 ± 0.16	41.98 ± 8.56	42.28 ± 7.59*
IL-9	312.20 ± 0.34	111.04 ± 2.32^**^	390.26 ± 0.46^**,ΔΔ^
IL-10	271.02 ± 66.32	283.57 ± 38.61	314.09 ± 45.92
IL-12	105.30 ± 26.37	54.90 ± 3.48	110.72 ± 17.74^Δ^
IL-13	26.29 ± 0.02	44.61 ± 9.57	27.82 ± 2.21
IL-17	7.57 ± 0.29	8.82 ± 3.48	11.02 ± 0.86^*^
KC	0.54 ± 0.38	5.61 ± 2.17^*^	1.02 ± 0.31
MCP-1	589.63 ± 36.40	315.41 ± 46.02	613.42 ± 124.53
M-CSF	118.30 ± 25.68	127.09 ± 21.10^**^	123.21 ± 27.69
RANTES	3.58 ± 0.42	7.45 ± 0.33^**^	15.68 ± 1.77^*,Δ^
TNFa	851.19 ± 68.10	803.139 ± 36.36	1129.72 ± 85.82^Δ^
VEGF	33.65 ± 0.94	48.54 ± 6.44	33.69 ± 4.53

Note: Date in Table 4 was based on Log-Log Regression Standard Curves. ^*^P < 0.05; ^**^P < 0.01, versus control values;^Δ^*P < *0.05; ^ΔΔ^*P* < 0.01, versus model values.

## Discussion

In this study, we demonstrated that the *Ganoderma lucidum* extract (GLE) significantly inhibited the growth of tumors in Hepa1-6-bearing mice. The pathological and serum examination show that the GLE is safety and have not any adverse effects, but cisplatin have substantial hepatotoxicity and nephrotoxicity in tumor-bearing mice. Flow cytometry revealed that GLE reduced the percentage of bone marrow cell distribution in G0/G1 phase, transforming to G2/M and S phase (Fig. 2C). These results suggested that GLE presented undetectable toxic risk for vital organs and bone marrow suppression in tumor-bearing mice.

Furthermore, we found that GLE significantly potentiated immunomodulatory activity associated with an increase in CD4+ T cells and the ratio of CD4+/CD8+ T cells *in vivo*, and contributed significantly to antitumor activity (Fig. 3c). CD4^+^ T cells play a critical role in antitumor immune defense^22^, and CD8^+^ T cells are higher in stronger immune suppression. A disruption in CD4^+^/CD8^+^ balance lead to immune response disorder and leaving the body’s immune function in an immunosuppressive state^23,24^. In our study, GLE effectively elevated the number of NK cells in tumor-bearing mice, while the effect of cisplatin was the opposite (Fig. 3b). Generally, low NK activity was high correlated with the poor prognosis in advanced cancer^25^. To enhance NK activity, a number of immunotherapeutic approaches were used, such as IL-2 has been investigated in advanced stage cancer^26^. These results indicated that the GLE can stimulate anti-tumor immune response in the treated process of tumor-bearing mice.

Based on mRNA profiles, 302 DE mRNAs were identified from GLE treated and untreated Hepa1-6-bearing mice. Furthermore, 6 kernel mRNAs were screened from the established PPI network, including CD3G, GNAS, MAP3K8, NGFR, PRKG2, and PTPN22. The qRT-PCR and Western-blot demonstrated that these mRNAs have had statistically significant difference between the GLE treated and untreated tumor mice (Fig. 5C). The result suggested that these mRNAs might act as biomarkers to improve the diagnostic accuracy of efficient evaluation for GLE treatment. Interestingly, CD3G can be used as suitable biomarkers to distinguishing cancer in the very early stages of its development^27^. GNAS mutation occurred in gastric cancer^28^, and GNAS-mutated carcinoma was arising from gastric foveolar metaplasia in the duodenum after 9 years of observation^29^. MAP3K8 is a member of the serine/threonine protein kinase family^30^, which considered as a tumor-promoting oncogene in tumor^31^, especially, it is critically involved in inflammation and has variable effects on tumors^31,32^. Moreover, MAP3K8 is up-regulated in multiple tumor types and is closely related to tumorigenesis and/or cancer progression^33,34^. The NGF (nerve growth factor) was high correlated with several subtypes of breast cancer, including basal-like breast cancer^35^. PKG2 (Type 2 cGMP-dependent protein kinase) is a major cGMP effector in the gut epithelium, its importance in the regulation of proliferation and differentiation in colon cancer cell lines^35^. Recent evidence suggesting that the PTPN22 might enhance the efficacy of anti-tumour T cell responses^36^.

Moreover, 4 important pathways were isolated from the constructed KEGG-Target network, such as the Jak-STAT signaling pathway, T cell receptor signaling pathway, PI3K-Akt signaling pathway, and cytokine-cytokine receptor interaction. The Western Bolt results demonstrated that GLE was able to significantly mediate signal and cytokine related pathway in tumor treatment process (Fig. 6).

Jak-STAT signaling pathway is critical for the immune system to defend organisms against pathogens and tumor cells, but also to avoid autoimmunity by maintaining immune tolerance^37,38^. In mammals, the Jak family consists of Jak 1, Jak 2, Jak 3 and Tyk 2, and the STAT family including STAT1, −2, −3, −4, −5A, −5B, and −6^39^. In the STAT family, the activated STAT1 leads to target gene transcription^40^. STAT3 is a transcription factor aberrantly activated in many human solid and hematological cancers^41,42^. STAT5A and STAT5B have been described as contributing to breast cancer pathophysiology^39^. STAT6 is the main transducer regulating immune responses to IL-4 and IL-13 signals^43^. Interestingly, the phosphorylated JAKs active STATs phosphorylation, and the phosphorylated STATs dimerize and migrate to the nucleus to regulate target gene^44^. In this work, we found that the Jak3, Stat1, 3, 5, and 6 have had significant difference in GLE group (Fig. 6C,D), and suggested GLE can reduce the Jak3 expression level and then catalyze tyrosine phosphorylation of the STAT family.

T cell receptor signaling pathway is play an important role in immune regulation^45^, and the cascade is tonically repressed by constitutive phosphorylation of the negative regulatory site of Lck at Tyr^505^ ^46^. Active Lck phosphorylates immunoreceptor tyrosine-based activation motifs (ITAMs) in the CD3ζ chain of the TCR complex, leading to recruitment of tyrosine-protein kinase Zap70 and its subsequent phosphorylation by Lck^47^. Therefore, down-regulated p-Lck and p-Zap70 active the T cell receptor signaling pathway.

The PI3K/Akt signaling pathway is an essential pathway, which involve in cell growth, proliferation, cell motility, cell survival, angiogenesis, and cell metabolism, furthermore, it also be important in regulating the innate immune responses and immune modulators^48–51^. The aberrant regulation of the PI3K/Akt/mTOR axis often confers a proliferative advantage to tumor cells and contributes to the development of drug-resistance mechanisms^52,53^.

We further detected 20 serum cytokines in tumor-bearing mice and 7 cytokines were significantly different between GLE treated and model groups, including IFN-γ, IL-1β, IL-4, IL-9, IL-12, RANTES and TNF-α. In these cytokines, IFN-γ is primarily secreted by the natural killer (NK) cells and T cells, which as part of innate immunity and antigen-specific immunity^54^. IL-1β can stimulate the expressions of genes associated with inflammation and autoimmune diseases^55,56^. IL-4 appears to critical function in immunoglobulin (Ig)E synthesis^10^. IL-9 play important roles in a broad spectrum of autoimmune diseases and allergic inflammation^57,58^. In immune responses, IL-12 has been shown to prevent the development of the Th2 immune response in several mice models^59^. RANTES is involved in inflammation and immune response during pathogen infection^60^. TNF-α suppress tumor cell growth by inducing apoptosis in tumor cells^61^. Importantly, the GLPS and triterpene acid were demonstrated to promote the production of cytokines, such as IL-1β, IL-4, IL-6, IL-12, IL-17, RANTES, TNF-α and IFN-γ, and thus to exhibit immuno-modulation and anti-tumor activities^62–67^. These results suggested that GLE regulated serum immune cytokines and implicated the anti-tumor immunostimulatory activity by the cytokine-cytokine receptor interaction pathway.

In conclusion, we established the Hepa1-6-bearing C57 BL/6 mice model to explore the anti-tumor and immunostimulatory activity of GLE and its underlying mechanisms. The results showed that GLE effectively inhibited tumor growth *in vivo* without hepatic/renal toxicity and bone marrow suppression, and might prove more beneficial for immunological function. The microarray, qRT-PCR and Western-bolt reveal that 6 mRNAs might significantly correlate with indicators for GLE treatment. Importantly, the Jak-STAT signaling pathway, T cell receptor signaling pathway, PI3K-Akt signaling pathway, and cytokine-cytokine receptor interaction were high correlated with GLE treatment. Western-blot demonstrated that GLE suppressed growth and proliferation of tumor, which were associated with the inhibition of the Jak-STAT signaling pathway, T cell receptor signaling pathway and PI3K-Akt signaling pathway. The serum cytokine protein chip indicated that regulating serum immune cytokines was implicated in the anti-tumor immunostimulatory activity of GLE treatment.

## Materials and Methods

### Cell culture

The Hepa1-6 cell line was purchased from the Institute of Biochemistry & Cell Biology (Shanghai, China). Then, the cell was cultured in DMEM medium (Gibco, USA), which with 10% fetal bovine serum (FBS) (Gibco, USA) and 100 U/ml penicillin-streptomycin antibiotics. The culture condition is a humidified 5% CO2 incubator (37 °C). Furthermore, the Subculture wasn’t exceed the third generation.

#### Animal model establishment

The 72 C57BL/6 male mice (Four weeks old) were purchased from Shanghai Public Health Center (Experimental animal license Number: SCXK Shanghai 2005-0001), housed and fed in the SPF Animal Laboratory (Animal Laboratory Permit Number: SYXK Shanghai 2005-0008) of Putuo Hospital affiliated with Shanghai University of Traditional Chinese Medicine. The mice were housed in polycarbonate cages with hard wood chips, which in an air-conditioned room (23 ± 2 °C, 55 + 10% R.H.) and keep a 12 h light/dark cycle. This project was approved by the Ethical Committee of Animal Experiments of Shanghai University of Traditional Chinese Medicine, and we confirm that a statement: (i) identifying the institutional and/or licensing committee approving the experiments, including any relevant details; (ii) confirming that all experiments were performed in accordance with relevant guidelines and regulations. In this study, the C57BL/6 mice were weighed and randomly divided into six groups, including control group (n = 12), model group (n = 12), high dose GLE group (n = 12), medium dose GLE group (n = 12), low dose GLE group (n = 12) and (n = 12). Furthermore, the mice of model, GLE and cisplatin group were subcutaneously inoculated in the right flank, respectively, which with 0.1 ml of logarithmic phase Hepa1–6 cells (5 × 10^7^ cells/ml).

#### Drug treatment

According to the conversion of the human clinical dosage and the mouse body surface area, the drug dose of mouse was calculated. Here, the conversion coefficient of human and mouse was 9.1 (the human body weight was defined as 60 kg), and the total dose of a 10 g mouse for one day was 0.023 g (15 g/60 kg × 0.01 kg × 9.1). In the GLE treatment process, low dose was 0.011 g/d, medium dose was 0.023 g/d and high dose was 0.046 g/d, and all GLE was diluted with 0.9% normal saline (0.9% NaCl). From the second day after modeling, the GLE treatment was once a day and 0.2 ml each time for 28 consecutive days. As a control, the cisplatin group mice were treated with 6 mg/kg/d cisplatin (diluted in 0.1 mL 0.9% NaCl saline), which were injected intraperitoneally on the next day after inoculation, and then injected every 6 days. Furthermore, the control group and model group mice were treated with 0.9% NaCl, 0.2 ml per mouse, and once a day for 28 consecutive days.

After a week of inoculation, the mice were weighed every three days. Finally, the mice were sacrificed in the next day of last drug treatment. The transplanted tumor, liver and kidney were immediately separated and weighed. Furthermore, the organ indexes (OI) were calculated, which was defined as OI = organ weight (g)/body weight (g) × 100%.

#### Physiochemical parameters determination

The mice blood samples were collected before kill them, and the automatic blood cell counting apparatus (Mindray, Shenzhen, China) were used to determine the Leukomonocyte (LY) and white blood cells (WBC). Furthermore, the serum was separated from blood samples via centrifugation at 6500 g for 10 min. The activities of serum aspartate aminotransferase (AST), alanine aminotransferase (ALT), total bilirubin (TBIL), blood urea nitrogen (BUN) and creatinine (CRE) were determined by an automatic biochemical analyzer (Sysmex, Japan), respectively.

#### Pathological examination (HE staining)

Mouse liver and kidney was immersed in 4% paraformaldehyde for 4 h, and then transferred to 70% ethanol. Individual lobes of the tissue biopsy were placed in processing cassettes, dehydrated through a serial alcohol gradient, and embedded in paraffin wax blocks. Before immunostaining, the 5-um-thick tissue sections were dewaxed in xylene, and rehydrated by decreasing concentrations of ethanol. After PBS buffer washing, the tissue sections were stained with hematoxylin and eosin (H&E). Finally, the sections were dehydrated through increasing concentrations of ethanol and xylene. The obtained images were measured by pathological image analysis system (Olympus Corporation, Tokyo, Japan).

#### Thymus and bone marrow cell cycle detection

Took the thymus of mice, and subsequently prepared the cell suspension in 2 ml DMEM medium. (i) Cell suspension was centrifuged 1000 rpm for 5 min, washed with 2 ml PBS twice, and filtered with a 300-mesh nylon mesh. After the last washing and centrifugation, 2 ml 75% cold ethanol (4 °C) was slowly added to the fixed cells, and then fixed at −20 °C. (ii) After half an hour, samples were centrifuged (1800 rpm, 10 min) and removed the ethanol, added 2 ml PBS buffer, mixed evenly and washed 2 times, then were centrifuged at 1000 rpm for 5 min, discarding the supernatant and re-suspending the pellet. (iii) The cells were mixed with 0.5 ml PI/RNase for 15 min in the dark, and then the fluorescence activated cell sorting (FACS) was employed to determine the cell cycle distribution. The bone marrow of mouse femur was collected, and the single cell suspension was manufactured with normal saline. The method of cell cycle detecting was as described above.

#### Detection of peripheral blood T cell subsets and NK cells

Peripheral blood samples of mice were collected into heparinized tubes (1 ml). The blood samples (50 μl) were added into the T lymphocyte subset kit (CD3-PE 5 μl, CD4-FITC 2 μl and CD8a-Percp 5 μl) and NK cell kit (CD3-PE 5 μl and NK-1.1-APC 5 μl) (Becton, Dickinson and Company, USA), respectively and stained without light for 20 min. The serum hemolysin (500 μl) was added into the above samples and stained without light for 15 min. Centrifugation at 1000 rpm for 5 min and the supernatant was discarded, 1.5 ml PBS buffer washing and centrifuged at 1000 rpm for 5 min (repeated twice). Then, 400 μl PBS was added to precipitation, and cells were detected by flow cytometry.

#### Transcriptional profiles detection

Three GLE treatment Hepa1-6-bearing C57 BL/6 mice (GLE Group, G) and three Hepa1-6-bearing C57 BL/6 mice (Model Group, M) were used for mRNA profiles detection. Total RNA was extracted using TRIzol reagent (Invitrogen, Grand Island, NY, USA), and the quality evaluation was performed using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Furthermore, the Agilent Mouse mRNA Microarrays (4 × 180 K) (Agilent, Santa Clara, CA, USA) were used to detect transcriptional profiles in this experiment. The microarray data were deposited in Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/).

#### Differentially expressed mRNAs identified

The differentially expressed (DE) mRNAs were identified using R software. In this work, DE mRNAs were defined as fold change ≥ 2.0 and a P-value < 0.05, and the hierarchical clustering was performed to display the DE mRNAs expression pattern among the samples. Using DAVID online program^68^, the enrichment analysis of DE genes were conducted and the significant terms were defined as P value adjusted by False Discovery Rate (FDR). In this study, Gene ontology (GO) and KEGG pathway terms with an FDR-adjusted P-value < 0.05 were retained.

#### Protein-protein interaction (PPI) network

Using BioGrid, IntAct and MINT databases, the DE mRNA-related protein-protein interaction (PPI) network was constructed. In the network, the DE mRNAs were weighted by their expression levels (|log2|), and each gene related pairs were weighted by the degree distributions. Furthermore, the similarities of nodes of network were tested based on their weights, and then, the obtained nodes were used for PPI network rebuilding.

In the PPI network, the topological profiles were calculated based on the ClusterONE algorithm^69^, and the hub clusters were defined as P-value ≤ 0.001, node size ≥6, network density ≥0.05. Subsequently, these hub clusters were used to rebuild a Cluster-related PPI network. In this network, the parameters of Betweenness Centrality (BC), Closeness Centrality (CC), Degree (De) and Topological Coefficient (TC) were calculated respectively, and the kernel genes were defined as BC ≥ Avg (BC), CC ≥ Avg (CC), De ≥ Avg (De) and TC ≥ Avg (TC).

#### KEGG-Target network

Based on the DE mRNAs and related KEGG pathway terms, the KEGG-Target network were constructed. Here, the kernel pathways were defined as BC ≥ Avg (BC), CC ≥ Avg (CC) and De ≥ Avg (De), which were considered as played an important role in GLE treatment process.

#### qRT-PCR validating

Using a Rotor-Gene 6000 Real-time PCR machine (Corbett Life Science, Sydney, Australia), the quantification of kernel mRNAs was performed in GLE treated Hepa1-6-bearing C57 BL/6 mice with SYBR Green PCR Master Mixture (TOYOBO, LTD, Japan). The specificity of PCR products were validated by the melting curves at the end of PCR cycles. In this work, the PCR products were performed in triplicate, and the Ct was considered as the number of cycle requirements for the fluorescent signal to reach the threshold. The levels of mRNA were calculated using 2^ΔCt^, where ΔCt = Ct of internal reference -Ct of the target mRNAs. The significant differences in mRNA expression levels compared using the Student’s t-test and P-value < 0.05. The primer sequences were shown in Table 5, and the levels of mRNAs were normalized to mus-Actb.

**Table 5:** Target- mRNA sequences obtained from the NCBI database.

Gene name	Forward primer(5′- 3′)	Reverse primer(5′- 3′)
mus-Cd3g	ACTGTAGCCCAGACAAATAAAGC	TGCCCAGATTCCATGTGTTTT
mus-Ptpn22	CGACAAACCAGCATAGCAAA	GGACACGACCCAAACAACAT
mus-Prkg2	AAGGACGCGGAACTTCAGG	GAGGCACTTTGTCGGGAGAG
mus-Map3k8	ATGGAGTACATGAGCACTGGA	GGCTCTTCACTTGCATAAAGGTT
mus-Ngfr	TGCCGATGCTCCTATGGCTA	CTGGGCACTCTTCACACACTG
mus-Gnas	GTCATCTGCACCTTTGCACTT	GGCTGCCTAAGAGTTAGCGTC
mus-Actb	GGCTCCTAGCACCATGAAGA	AGCTCAGTAACAGTCCGCC

#### Western-blot validating

For western blot, the tissues were lysed in RIPA buffer, which containing 50 mmol/L Tris/HCl (pH 8.0), 150 mmol/L NaCl, 1% Nonidet-P40, 1% sodium deoxycholate, 0.1% SDS, 0.1 mmol/L DTT, 0.05 mmol/L PMSF, 0.002 mg/ml aprotinin, 0.002 mg/ml leupeptin, and 1 mmol/L NaVO3. The BCA protein assay was used to determine the protein concentration of each supernatant. Equal amounts of protein were loaded and separated by 12% SDS-PAGE, and then, the proteins were transferred onto polyvinylidene difluoride membranes. The membranes were incubated overnight with appropriate primary antibodies at 4 °C, which including CD3G, GNAS, MAP3K8, NGFR, PRKG2, PTPN22, JAK 1, JAK 2, JAK 3, p-Stat 1, p-Stat 3, p-Stat 5, p-Stat 6, IKKα, IKKβ, p-IKKα/β, NF-κB, p-NF-κB, IκBα, p-IκBα, CD3ε (CD3-12), p-Lck, p-PLCγ1 (Tyr783), p-SLP-76, p-Src, p-Zap-70, PI3K(p85), Akt, p-Akt, mTOR, p-mTOR. Furthermore, the membranes were further incubated with HRP-conjugated secondary antibodies (anti-rabbit or mouse immunoglobulin G) for 1 h at 25 °C. The immunoreactivity was detected by enhanced chemiluminescence (ECL) (Bio-Rad, USA), and β-actin was conducted as a loading control. The Image Lab™ software was performed for quantitative analysis, and all reagents were purchased from Cell Signaling Technology of USA.

#### Mouse cytokines quantitative measurement

The arterial blood was collected and centrifuged 3500 rpm for 10 min, and the upper serum was collected. Furthermore, the same group’s serums were mixed and centrifuged 10000 rpm for 10 min, repeated 2 times, and the obtained upper serum was moved into the new centrifuge tube. In accordance with the Quantibody® Mouse Cytokine Array 1 (Raybiotech company, USA) supporting the process of hybridization standard chip detection, the process was as follows: (1) serum dilution, (2) chip closed, (3) chip hybridization, (4) chip scan, (5) image obtained. The original data were read using GenePix Pro 6.0 software, including fluorescent signals and background. The fluorescence signal FI (F532, Median-B532Median) was used to analyze the fluorescence signal, which reflects the expression level of the cytokine. A total of 20 cytokines were tested and four replicates per antibody on the chip were conducted. Finally, the average values of the repeated four replications were calculated as each signal factor value, then the positive control signal values between samples were normalized, and finally the normalized data were used to quantify concentration. The array data were deposited in Protein Microarray Database (PMD) (http://proteinmicroarray.cn/).

### Statistical analysis

The statistical analysis was performed using *SPSS* 21.0 software package, and all quantitative data were presented with mean ± *SD* at three independent experiments. Comparisons between two groups were performed using *T* test analysis, and between multiple groups using *ANOVA* analysis. The *P* value < 0.05 was considered statistically significant.

## Electronic supplementary material

Supplementary information

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files).

How the deposited data were processed for this re-analysis (not part of the article)

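Tumor RNA from 3 mice of the GLE group (0.023 g per day for 28 days) and 3 mice of the model group was measured on 1-colour Agilent arrays, 1 array per mouse. The authors deposited the scanner output of each array, made with Feature Extraction 10.7.1.1, in which the signal intensity of each spot was corrected for background and detrended within the array and was not normalized between arrays. The authors also deposited a table of log2 values of the same arrays. Set against the scanner values, its columns follow the log2 signal of their own arrays after quantile normalization, and it was used as an alternative.

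From the deposited intensity, log2 was taken and each array's 75th percentile over the probes was subtracted. Control spots and spots flagged as outliers were left out, and the spots of a probe were averaged on the log2 scale. A probe was taken as detected on an array when at least 50% of its spots were well above background, and probes detected on at least 3 of the 6 arrays were tested. Conditions and replicate numbers came from the sample labels and the methods. The GLE and model groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all tested probes. The threshold of the methods, a fold change of at least 2 and a P-value under 0.05, was used unadjusted. The methods name R for this step, and the statistics section names a T test for comparing 2 groups in general, so an unmoderated test with equal variances was run as the methods' t-test.

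Before the data were examined, the design assumed gene names. The annotation columns of the files hold only each probe's own name, so probes were counted in place of genes. The kernel mRNAs, the genes of Fig. 6B, the lists of cell-type markers, the choice between probes of a gene, and the division into coding and non-coding probes were not analysed here. Of the 14 qRT-PCR primers of Table 5, 1 was found whole in a probe, the reverse primer of Actb, and 0 of the 6 kernel mRNAs had a primer in a probe. Probes to be named were, by a rule set before the data were examined, those with the largest absolute log2 difference in each direction among probes past the threshold whose groups did not overlap, and 2 were named in each direction because no gene names were at hand.

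The alternatives were normexp background correction (offset 50), quantile normalization, scaling to the median, the deposited log2 values, other detection filters, the methods' t-test, the replicate number or the slide as a block, the slide as a random block, and leaving out each array. For the tree of the arrays they were all probes, the 2000 probes of largest variance, other normalizations and complete linkage. Combinations of these choices and centring within 5 bins of GC content were added after the data were seen.

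The model was tested on simulated data, 20 sets of 6 arrays with 53910 probes that vary independently, with spreads drawn from limma's fit to these arrays. With 200 probes changed by 1, 2 or 3 on the log2 scale, 48.4%, 98.5% and 99.8% of them passed the threshold, and 0%, 77.2% and 93.4% had an adjusted P-value under 0.05. Signals at background limit what dim probes can show, since a probe that is not well above background on any array of a group gives only a bound there.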

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

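The normalizations, filters, tests, blocks and left-out arrays were chosen before the data were examined, and the combinations of choices and the centring by GC content after they had been seen. The count of 938 probes past the threshold stayed within 1.5 times under quantile normalization (871), scaling to the median (976), the deposited log2 values (874) and the slide as a block (651) or as a random block (1092). With the slide as a block the probes were mostly others, since 180 of the 651 were among the 938. For the random block the estimated correlation within a slide was negative, at -0.07. That fit therefore did not allow for arrays of a slide being alike. It moved to 284 with normexp background correction, to 1760 with no detection filter, to 620 with probes detected on all 6 arrays and to 307 with the methods' t-test. The count with no filter covers 91184 probes and that with all 6 arrays 46286. With normexp 6827 probes had an unadjusted P-value under 0.05 in limma, against 5803 without it. Its lower count therefore came from fewer such probes reaching a fold change of 2, and not from fewer low P-values. Its added offset of 50, which shrinks ratios of dim signals, exceeds every array's median signal (15.2 to 24.0 intensity units). No other offset was run, and otherwise the cause was not tested. The added combinations gave 302 probes with normexp and no detection filter, 316 with the deposited values and the methods' t-test, and 728 with these and no detection filter. Over all 90 combinations of values, filter, test and set of probes the count lay between 23 and 1791, and normexp with the methods' t-test and the detection filter gave 77 probes, 7 higher and 70 lower.

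The division between higher and lower probes depends on the scaling. Of the probes past the threshold 59.6% were higher in the GLE group with the 75th percentile, 40.2% with the median, 49.6% with quantile normalization, 67.2% with no detection filter and 46.6% with the methods' t-test. The median log2 difference of all tested probes was 0.01 with the 75th percentile and -0.08 with the median.

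Leaving out 1 array at a time gave between 523 probes (without model replicate 2) and 2234 probes (without GLE replicate 2), and 1701 without model replicate 1. Without GLE replicate 3, 309 were higher and 496 lower. The number with an adjusted P-value under 0.05 in limma was between 0 and 83, and the 83 were found without GLE replicate 2. With all arrays it was 0, with 5803 probes at an unadjusted P-value under 0.05, and 0 by the methods' t-test, with 4263. It became 3 with the slide as a block and 1 with the deposited values and the methods' t-test, and the cause was not tested.

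The replicate number as a block gave 1016 probes past the threshold and 0 after adjustment by limma, with 5292 at an unadjusted P-value under 0.05. Arrays with the same number did not deviate together: the correlation across probes of their deviations from the group means was -0.0962, 0.030 and -0.120 for numbers 1, 2 and 3, so the numbers do not pair the mice.

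By pairwise r, 5 of the 6 arrays had their nearest array in their own group, and 4 with the 2000 most variable probes. This way of summarising the correlations was chosen after the data were seen. The 4 named probes kept their direction under every alternative in which they were tested, but not their side of the threshold. With the slide as a block the unadjusted P-value in limma was 0.0927 for A_51_P461067, 0.12 for A_55_P2167347, 0.0994 for A_55_P1990815 and 0.188 for A_55_P1963006. The methods' t-test gave 0.0646 for A_55_P2167347 and 0.0754 for A_55_P1963006, and with the deposited values 0.0683 and 0.0720. The log2 difference of A_51_P461067 lay between 2.83 and 7.66, that of A_55_P2167347 between 2.79 and 6.31, that of A_55_P1990815 between -3.19 and -1.01 and that of A_55_P1963006 between -3.04 and -1.46. The alternatives that need gene names, the mean over a gene's probes and the set tests, were not run.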

Differences from the paper's values

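The paper gives 302 DE mRNAs, and here 938 probes passed the same threshold. The paper's 178 upregulated mRNAs stand beside 559 probes, and its 124 downregulated mRNAs beside 379 probes. Probes were counted here, with no merging of probes of 1 gene and no division into coding and non-coding probes, while the paper counts mRNAs. Of the 938 probes, 687 had names that start with A, 451 higher and 236 lower in the GLE group. The other 251 had names that start with mmu, 108 higher and 143 lower. Of the alternatives set before the data were examined, normexp background correction (284 probes, 175 higher and 109 lower) and the methods' t-test (307 probes, 143 higher and 164 lower) came within 1.5 times of all 3 of the paper's values. The others did not come within 1.5 times of any of the 3: quantile normalization, scaling to the median, the deposited log2 values, no detection filter, detection on all 6 arrays, the replicate block, the slide as a block or random block, and leaving out each array in turn. Normexp with no detection filter gave 302 probes, 192 higher and 110 lower, and this combination was chosen after seeing the values. Of 90 combinations of values, filter, test and set of probes, run after seeing the values, 28 came within 1.5 times of the paper's total and 7 of all 3 values. Those 7 were the 3 settings just named, normexp with detection on all 6 arrays (259 probes), the 75th percentile with no filter and the methods' t-test on probes whose names start with mmu (222), and quantile normalization (432) or the deposited values (431) with detection on all 6 arrays on probes whose names start with A.

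In the heat map of Fig. 4A, about 41% of the rows are higher in the GLE columns, read by eye, while the paper's text gives more upregulated than downregulated mRNAs. The paper's 124 downregulated mRNAs are 41.1% of its 302. Whether the figure and the text use the same direction is not settled here, so the pairing of 178 with 559 and of 124 with 379 holds only if the text's direction is GLE relative to model. With the directions exchanged, the methods' t-test would still be within 1.5 times of all 3 values, and normexp would not be for the lower probes (109 against 178). Here 59.6% of the probes past the threshold were higher in the GLE group, 40.2% with each array scaled to its median and 46.6% by the methods' t-test.

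The tree above that heat map joins the model column numbered 3 to the GLE columns. Here, on the 938 probes past the threshold with each probe's mean subtracted, model replicate 3 joined model replicate 2 first. On these probes the model array with the smallest median offset from the midpoint of the groups was replicate 1. Its offset was -0.40 on the log2 scale, against -0.92 and -0.68 for replicates 2 and 3. The paper's text does not say how the columns of the figure are numbered.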

Other observations

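The tests of the explanations in this part were chosen after the values they concern had been seen, although quantile normalization and the choices of values and probes for the tree, apart from probes detected on all 6 arrays, were among the alternatives fixed before the data were examined. The number of probes past the threshold was set against that of the other ways to divide the 6 arrays into 3 and 3. Of the 10 divisions, 2 gave as many as the real one, the real one included, so chance cannot be excluded, and with 10 divisions it could not have been. The other was GLE replicates 1 and 3 with model replicate 1 against the rest, with 994 probes. Like the real one, it sets 3 arrays of slide 1 against 1 array of slide 1 and both arrays of slide 2. The slides therefore do not tell these 2 divisions apart. The remaining divisions gave between 56 and 519, and those among them with this slide layout gave 256 and 491. In simulated arrays with no difference between the groups and probes that vary independently, between 351 and 407 probes passed, with a mean of 386.

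The slides are partly confounded with the groups. To see what is left within slide 1, probes were chosen by a difference of at least 2-fold between 1 GLE array and model replicates 2 and 3, and were then read as the mean of the other GLE arrays minus model replicate 1, which is on the same slide. The median difference in the chosen direction was 0.30, 0.04 and 0.17 on the log2 scale for choices made on GLE replicates 1, 2 and 3, with a median of 0.17. With model replicate 2 held out in the same way it was 0.58, 0.27 and 0.38, and with model replicate 3 it was 0.49, 0.18 and 0.37. The slide as the whole cause of the difference between the groups and an effect of GLE cannot be told apart, because 1 model array shares the slide of the GLE arrays and 1 of the 3 choices gave a value close to 0. Centring each array within 5 bins of probe GC content left 924 probes past the threshold, 872 of them among the 938, and quantile normalization left 871, 783 of them among the 938, which argues against GC content or a shift that depends on signal as the whole cause.

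GLE replicate 2 lay nearer on average to the model arrays (mean r 0.980) than to the other GLE arrays (mean r 0.970), though not nearer to each of them, since its r was 0.9751 with model replicate 2 and 0.9754 with GLE replicate 1. The slide does not account for this, since within slide 1 its r was 0.984 with model replicate 1 and 0.975 and 0.964 with the GLE arrays, and it was nearer to that model array than to both GLE arrays in all 7 choices of values and probes run. Normalization and background correction do not either, since its mean r with GLE arrays was below its mean r with model arrays in all 7 choices of values and probes run. The signal floor of GLE replicate 3 would not matter over probes detected on all 6 arrays, where the difference of the mean r was still -0.0096. A swap of labels with a model array would need a model array nearer to GLE replicates 1 and 3 than to the other model arrays, and 0 were found. Model replicate 1 had a mean r of 0.975 with GLE replicates 1 and 3 and of 0.983 with the other model arrays. Against this, exchanging the labels of GLE replicate 2 and model replicate 1 gave 994 probes past the threshold in place of 938, and leaving out either of them raised the count, to 2234 and 1701, so a swap is not excluded. A single wrong label, a mouse that responded less to GLE, and another mixture of tissue in the tumors of GLE replicates 1 and 3 remain open as well. These were not tested, the last because no gene names were at hand for the probes.

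In GLE replicate 3, 26522 spots, 18.5% of those that are not controls, had the same signal of 2.87 intensity units, the lowest on that array. On each of the other arrays at most 4 spots shared 1 value. The scanner output marks 26522 spots of that array as carrying a substitute signal, and between 30628 and 35407 on the other arrays. Why GLE replicate 3 differs was not tested. No biological explanation was tested. Of 12605 probes at this value, 23 passed the detection filter and 3 were among the 938. With no detection filter, 78 of the 1760 probes past the threshold were at it.

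Probe A_55_P2112737 (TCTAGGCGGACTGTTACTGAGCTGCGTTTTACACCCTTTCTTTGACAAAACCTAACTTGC) holds, at bases 5 to 23, the reverse complement of the paper's Actb reverse primer (AGCTCAGTAACAGTCCGCC), the reference gene of the qRT-PCR. It was singled out for this match. Its log2 signal was 8.65 ± 0.12 (SD, n = 3) in the GLE group and 8.52 ± 0.04 (SD, n = 3) in the model group, a difference of 0.13 (standard error 0.14, exact two-sided permutation P-value 0.3), and over the 20 alternatives the difference lay between 0.04 and 0.20. Within each array, the named control probe for mouse PGK1 with suffix 5 was lower than that with suffix 3 by a log2 difference of -2.29, -2.21 and -2.25 in GLE replicates 1, 2 and 3 and -2.16 in model replicate 1, all on slide 1, and of -1.88 and -2.04 in model replicates 2 and 3 on slide 2. For mouse GAPDH the difference was 1.59, 1.56 and 1.59 in the GLE arrays and 1.65, 1.36 and 1.54 in model replicates 1, 2 and 3.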
